A study of Mus musculus with 12 samples.

How the data were processed

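RNA sequencing of mouse tissue and cells gave 12 libraries in 6 groups of 2. The forelimb libraries came from embryos at embryonic day E12.5, wild type (WT) or with Impdh2 deleted by a Prx-driven Cre in limb mesenchymal progenitors (Prx-cKO). The culture libraries came from bone marrow cells of WT mice and of mice with Impdh2 deleted in the myeloid lineage (LysM-cKO). Per the labels' protocols, the marrow cells were grown for 3 days with L929 cell supernatant equivalent to 20 ng/ml of the growth factor M-CSF, reseeded, and stimulated with 40 ng/ml of the osteoclast-inducing cytokine RANKL. The culture samples are titled R40D3 or R0D3. The labels do not spell these titles out, and all 8 culture samples carry the same treatment label, so the titles are used here as names. That R40 and R0 are RANKL doses is inferred from the protocol's dose and was not assumed in any test.

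The authors deposited raw whole-number read counts per Ensembl gene, 1 table for the forelimb libraries and 1 table per replicate number for the cultures. RNA was extracted with TRIzol and the libraries were made with an mRNA kit, per the labels' protocols. The aligner, the counting tool, the genome build, the annotation and the use of strand are not stated in the labels. The forelimb data held 51826 gene identifiers and the cultures 55401, with 51327 in common, so the annotations differed. Reads of near-identical or overlapping genes could have been divided between them, and antisense genes are uncertain for the same reason. Of the identifiers, 99.6% (forelimb) and 99.5% (culture) matched a symbol. Gene positions, exonic length and GC content were taken from GENCODE M21 on GRCm38, which may differ from the authors' annotation.

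Counts were tested as deposited. Genes were kept by the filterByExpr rule of edgeR 4.0.16, which left 19987 genes in the forelimb and 14030 in the cultures. Library sizes were scaled by TMM. Group-mean models were fitted with the edgeR quasi-likelihood test and Benjamini-Hochberg adjustment, two-sided, with calls at an adjusted p under 0.05. The 4 forelimb libraries were fitted alone and the 8 culture libraries together, which share 1 estimate of the spread. The quasi-likelihood fit was run with legacy = FALSE, the method of edgeR version 4; the installed default, legacy = TRUE, was an alternative. Standard errors are the absolute log2 fold change divided by the square root of F. Normalised levels are in CPM, computed with the scaled library sizes. A fold against a group with at most 3 counts in each library is given as a lower bound. Total counts per library ran from 28892215 to 69466572 in the forelimb and from 16009146 to 19221865 in the cultures. Floors cover counting error only, because reads without molecular identifiers are not independent molecules.

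The comparisons, the named-gene rule and 20 gene lists were fixed before the data were examined. The lists, written from general knowledge, covered osteoclast markers, nuclear and mitochondrial oxidative phosphorylation, glycolysis, p53 targets, purine synthesis, the integrated stress response, ribosome biogenesis and the cell cycle. For the forelimb they also covered chondrogenic, limb patterning, erythroid, skeletal muscle, surface ectoderm, endothelial, nerve and myeloid genes, and for the cultures interferon-stimulated, macrophage and stromal fibroblast genes. Lists were tested on log2 CPM (prior count 2) with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, with fry beside it, adjusted over the lists of a contrast. The rule named Impdh2 in each contrast. It then named the 3 largest rises and 3 largest falls among called genes with a mean of at least 5 CPM in the higher group and no overlap between groups. Symbols made of Gm and digits or ending in Rik were left out of these rises and falls. Where no gene was called, the 3 smallest p were named as not passing, whatever the symbol or level. Up to 5 list members were added per list and contrast. A gene that the rule named is not reported here.

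Whether replicate numbers pair the samples was checked by correlating the deviations of same-numbered libraries from their group means across genes. In the cultures all 6 pairs of groups correlated, with r from 0.343 to 0.609. The second principal component, with 18.6% of the variance after 61.2% for the first, separated the numbers. The replicate numbers were therefore taken to pair the culture samples, and the fit with the number as a block is given where it changes a call.

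The pipeline was tested on simulated counts in which 200 genes were changed, drawn once per setting. With spread following the fitted trend, edgeR recovered 66 of 200 changed genes among the 19400 forelimb genes tested, with 1 false call. On these counts DESeq2 1.42.0 made 106 calls, of which 21 were false. Among the 13795 culture genes tested, edgeR recovered 151 of 200 with 10 false calls. DESeq2 was close to this in the cultures, with 147 recovered and 12 false calls. A second simulation, added after the forelimb result was seen, gave each gene its own spread around the trend. It used inverse chi-square draws with the prior degrees of freedom of the fit (3.13 for the forelimb, 3.39 for the cultures). The mean spread in this simulation therefore lay above the trend. In it edgeR recovered 0 of 200 forelimb genes among 19147 tested, with 0 false calls and 5.15% of the unchanged genes at an unadjusted p under 0.05. DESeq2 made 253 forelimb calls on the same counts, of which 200 were false. For the cultures with gene-specific spread, edgeR recovered 65 of 200 among 13782 tested with 4 false calls, and DESeq2 115 with 56 false calls. Of 199 lists of unchanged genes in the first forelimb simulation, camera gave 4 and fry 16 an unadjusted p under 0.05, and in the second 5 and 13.

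Alternatives were edgeR's RLE factors, library size without scaling, DESeq2, the legacy setting, no count filter, a mean CPM of at least 1, an absolute log2 fold change of at least 1, the replicate block, a fit of only the 4 compared culture samples, limma-voom for the interaction, removal of sex-linked genes, and leaving out each library in turn. After the data were seen, embryo sex as a covariate, removal of genes with overlapping exons, and the block together with fry were added. Leaving out a library leaves 1 in a group, so those fits gave values only. Sequence identity of transcripts was measured with blastn 2.17.0.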

Results

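Gene expression was measured by RNA sequencing in mouse forelimbs at embryonic day E12.5 and in bone marrow cell cultures. The aim was to examine the effect of deleting Impdh2 in limb mesenchyme (Prx-cKO) and in the myeloid lineage (LysM-cKO). Impdh2 encodes an enzyme of guanine nucleotide synthesis. Each of the 6 groups held 2 libraries. The forelimb totals were 40931953 and 69466572 counts in WT replicates 1 and 2, and 28892215 and 54452957 in Prx-cKO replicates 1 and 2. The 8 culture libraries held 16009146 to 19221865 counts. Replicates of a group differed by more than sampling noise in all 6 groups, with a chi-square per degree of freedom of at least 11.5. Forelimb WT replicate 1 and Prx-cKO replicate 2 held 92566 and 139968 Xist counts and 0 counts of Ddx3y, whereas WT replicate 2 and Prx-cKO replicate 1 held 114 and 10 Xist counts with 4579 and 1152 of Ddx3y. Each genotype thus had 1 library with female-type and 1 with male-type counts.

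The deleted gene was examined first. Impdh2 (ENSMUSG00000062867) is a protein-coding gene on the plus strand of chromosome 9, from 108560286 to 108565584 in GRCm38. In the forelimb it was at 260 and 272 CPM in WT and at 170 and 199 CPM in Prx-cKO. The means were 266 ± 8.36 and 185 ± 21 CPM (SD, n = 2), so 69.3% remained. The log2 fold change of −0.53 (SE 0.16) did not pass the threshold (edgeR quasi-likelihood, adjusted p 0.443), although both knockout libraries lay below both WT libraries. Leaving out Prx-cKO replicate 1 moved this value most, to −0.41. In the R40D3 cultures Impdh2 was at 26.7 ± 1.45 CPM in WT and 8.05 ± 0.465 in LysM-cKO (SD, n = 2), a log2 fold change of −1.73 (SE 0.15, edgeR adjusted p 0.0386). In the R0D3 cultures it was at 25.3 ± 4.19 and 7.20 ± 0.230 CPM (SD, n = 2), a log2 fold change of −1.81 (SE 0.16, edgeR adjusted p 0.0324). The share remaining was 30.1% and 28.5%. All of these shares are of gene-level counts over every cell in a library. They do not measure the extent of the deletion and are not comparable between forelimb and cultures. When only the 4 compared libraries were fitted, neither culture value passed (edgeR adjusted p 0.579 and 0.407). Over the alternatives run, the adjusted p ranged from 2.26e-10 to 0.579 at R40D3 and from 2.17e-11 to 0.407 at R0D3. At R40D3 the adjusted p was also just above the threshold with library size alone (0.0501) and without genes with overlapping exons (0.0508).

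**Figure D1:**
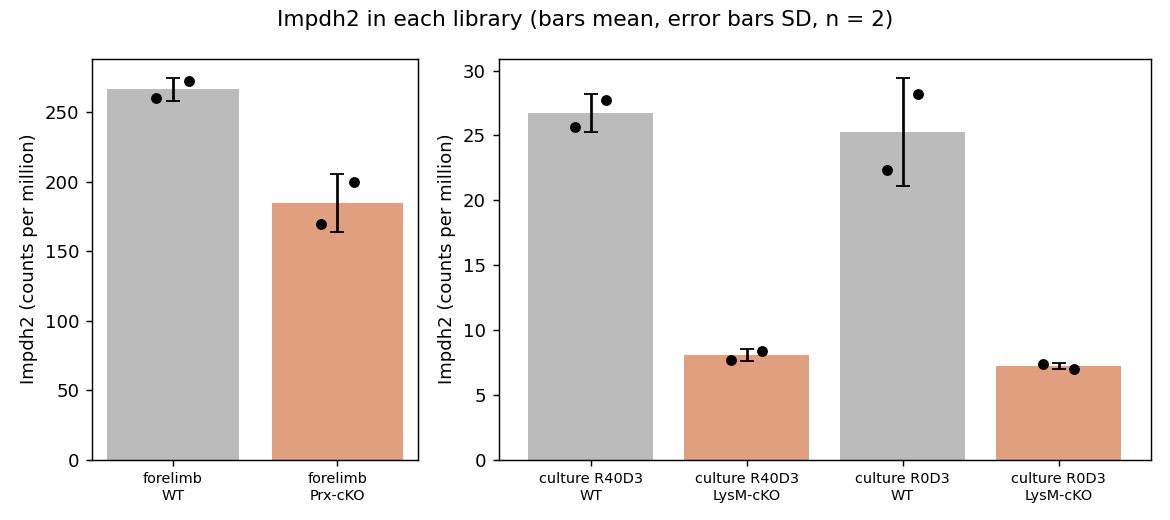
Impdh2 level (CPM) in each library (points), with group means (bars) and SD (error bars, n = 2), on separate vertical axes for forelimbs and cultures. The forelimb means are 266 in WT and 185 in Prx-cKO, and in the cultures both knockout groups lie between 7.03 and 8.38.

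The forelimb comparison asked which genes differ when Impdh2 is deleted in limb mesenchyme. No gene of the 19987 tested passed the adjusted threshold (0 calls), while 2096 had an unadjusted p under 0.05, which is 10.5% of those tested. The smallest adjusted p was 0.118 (edgeR quasi-likelihood). DESeq2 gave a very different count, 301 calls (145 higher and 156 lower), among them 14 members of the p53 target list and 17 of the chondrogenic list. In simulated forelimb counts with spread following the fitted trend, 21 of its 106 calls were false, against 1 of 67 in edgeR. With gene-specific spread, 200 of its 253 calls were false and edgeR made 0 calls. The simulations held 200 changed genes and the real data may hold another number, so these shares need not carry over to the 301. Which of the 301 are false is not known. The 3 genes with the smallest p, none of which passed, all rose. Ptprv rose from 1.71 ± 0.109 to 30.5 ± 1.40 CPM, a log2 fold change of 4.15 (SE 0.23). Ccng1 rose from 38.1 ± 0.886 to 188 ± 3.14 CPM, a log2 fold change of 2.31 (SE 0.14). Pcdhga1 rose from 1.83 ± 0.557 to 45.6 ± 8.84 CPM, a log2 fold change of 4.61 (SE 0.31); its exons overlap those of another gene, so its counts are uncertain. Means are ± SD with n = 2.

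Gene lists were compared between the same forelimb libraries. The p53 target list had a median log2 fold change of 0.83, with 32 of 38 members higher in Prx-cKO, and it was higher in all 4 pairs of a knockout and a WT library (camera adjusted p 4.06e-17, fry adjusted p 0.0317). Adjusted over the list alone, 24 members passed in edgeR, all higher, against 0 adjusted over all genes. Besides Ptprv and Ccng1, the members with the smallest p were Cdkn1a, Eda2r and Phlda3. Cdkn1a rose from 25.3 ± 0.792 to 111 ± 5.17 CPM (SD, n = 2). The chondrogenic list had a median of −1.41, with 27 of 29 members lower (camera adjusted p 9.09e-19, fry adjusted p 0.0507). Adjusted over the list alone, 22 members passed, all lower, and 0 did over all genes; 22 members had an unadjusted p under 0.05. Sox9 fell from 122 ± 18.6 to 46.3 ± 4.76 CPM and Col2a1 from 498 ± 12.1 to 190 ± 33.5 CPM (SD, n = 2). Acan was at 9.50 ± 1.71 CPM in WT and 0.526 ± 0.190 in Prx-cKO (SD, n = 2).

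**Figure D2:**
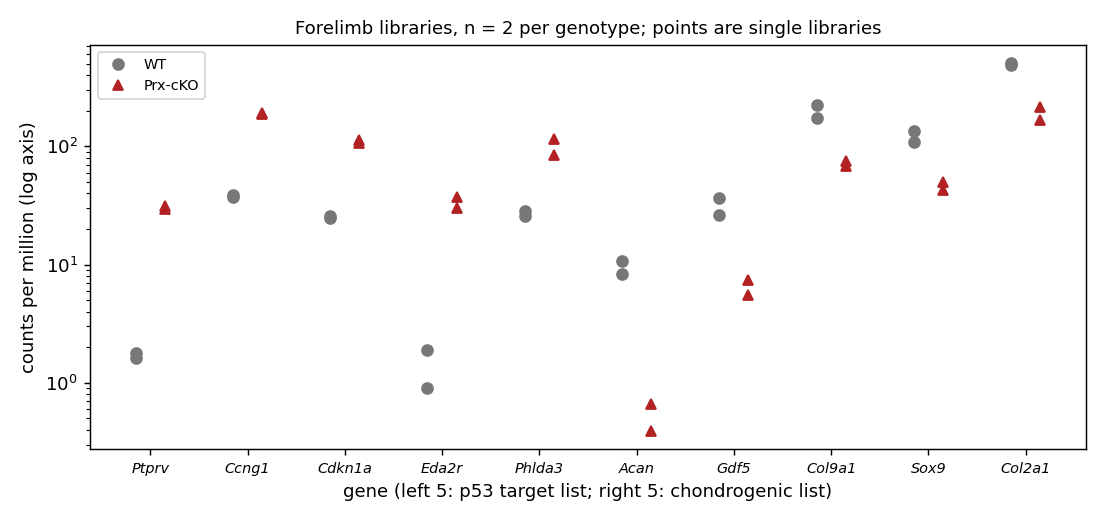
Level in CPM (log axis) in each forelimb library for the 5 members of the p53 target list and the 5 of the chondrogenic list with the smallest p, WT as circles and Prx-cKO as triangles. Both knockout libraries lie above both WT libraries for the first 5 genes and below them for the other 5, and none of these genes passed the adjustment over all genes.

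For the remaining forelimb lists, camera and fry differed. The integrated stress response list (median log2 fold change 0.42), the endothelial list (0.38) and the myeloid list (0.93) passed under both, with fry adjusted p of 0.0388, 0.0388 and 0.0439, and each was higher in all 4 pairs of libraries. The first of these medians was 0.24 without WT replicate 1. These lists and the p53 list were the 4 forelimb calls that held under fry, of 15 under camera, and 0 held with an estimated correlation. Camera alone called rises in the purine synthesis (0.53), ribosome biogenesis (0.38) and cell cycle lists (0.30). The erythroid list had a median of −0.005, with either sign when 1 library was left out (−0.12 without WT replicate 1 and 0.10 without WT replicate 2), and was not called.

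Other camera calls in the forelimb varied in size with single libraries. The nuclear oxidative phosphorylation, glycolysis and skeletal muscle lists were higher in all 4 pairs of libraries and the limb patterning list was lower in all 4, and these 4 medians kept their sign whichever library was left out. The nuclear oxidative phosphorylation list rose in 76 of 77 members with a median of 0.38 (fry adjusted p 0.251), which was 0.17 without WT replicate 2 and 0.65 without WT replicate 1. The mitochondrial list fell by a median of 0.29, which became 0.0015 without WT replicate 1 and −0.56 without Prx-cKO replicate 1. The glycolysis median of 0.36 was 0.18 without Prx-cKO replicate 2 and 0.54 without Prx-cKO replicate 1. The skeletal muscle median of 0.89 was 0.25 without Prx-cKO replicate 1 and 1.37 without Prx-cKO replicate 2. The surface ectoderm median of 0.19 was 0.053 without Prx-cKO replicate 2 and 0.30 without Prx-cKO replicate 1, and the nerve median of 0.32 became −0.07 and 0.78 in the same order. The limb patterning median of −0.27 was −0.41 without Prx-cKO replicate 2 and −0.17 without WT replicate 2; adjusted over the list alone, 12 of its members passed, 2 higher and 10 lower, and 0 did over all genes, with 24 at an unadjusted p under 0.05.

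The first culture comparison asked what differs between LysM-cKO and WT at R40D3. Of 14030 genes tested, 2 passed, both lower: Impdh2 and its processed pseudogene Impdh2-ps, with a log2 fold change of −1.95 (SE 0.17, edgeR adjusted p 0.0386). An unadjusted p under 0.05 was reached by 1048 genes. With replicate number as a block there were 30 calls, 17 higher and 13 lower, which included both of those genes. At R0D3, 2 genes passed, again Impdh2 and Impdh2-ps (log2 fold change −2.21, SE 0.17, edgeR adjusted p 0.0324), and 620 had an unadjusted p under 0.05. The block gave 3 calls at R0D3, these 2 and Lyz1, which was named after its value was seen. Impdh2-ps lies on chromosome 8, from 100030558 to 100032102 in GRCm38, and its transcript is 99.7% identical to that of Impdh2 over 1545 bases, so its counts cannot be separated with certainty from those of Impdh2.

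At R40D3 the osteoclast marker list had a median log2 fold change of −0.56, with 28 of 30 members lower in LysM-cKO (camera adjusted p 7.14e-09, fry adjusted p 0.46). The list was lower within both pairs of same-numbered libraries (mean log2 difference −0.64 for replicate 1 and −0.38 for replicate 2), and lower in 3 of all 4 pairs of a knockout and a WT library. Leaving out 1 library, which also unpairs the others, moved the median to −0.20 without LysM-cKO replicate 1 and to −1.0 without LysM-cKO replicate 2. The nuclear oxidative phosphorylation list had 77 of 77 members lower and a median of −0.32 (camera adjusted p 2.7e-16, fry adjusted p 0.46), which became −0.08 and −0.59 in the same order; within the pairs its mean differences were −0.41 and −0.24. Adjusted over the list alone, 0 members of either list passed, with 9 members of each at an unadjusted p under 0.05; with the block, 16 and 65 passed. Over all genes, Oscar and Car2 of the osteoclast list also passed with the block (edgeR adjusted p 0.00283 and 0.0236, against 0.648 for both without it). The p53 list had a median of 0.16, which was 0.24 without LysM-cKO replicate 1, and was higher in all 4 pairs of libraries (camera adjusted p 3.32e-06, fry adjusted p 0.076). Adjusted over the list alone, 2 of its members passed, and 14 with the block. With fry and the block, this list alone was called at R40D3 (adjusted p 0.00427).

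Camera called 5 further lists at R40D3. The cell cycle median of 0.55 was 0.04 without LysM-cKO replicate 2 and 0.93 without LysM-cKO replicate 1. The stromal fibroblast median of −0.81 was −0.25 and −1.82 in the same order. The ribosome biogenesis median of −0.10 was −0.04 without LysM-cKO replicate 1, and the glycolysis median of −0.16 became 0.02 without it and −0.35 without LysM-cKO replicate 2. The integrated stress response median of −0.19 was −0.009 without WT replicate 2. Within the same-numbered pairs the cell cycle list was higher in both (mean differences 0.09 and 0.89), and the stromal fibroblast (−0.32 and −1.65), ribosome biogenesis (−0.11 and −0.08) and glycolysis lists (−0.19 and −0.08) were lower in both. The integrated stress response list differed only in the second pair (1.35e-05 and −0.30). None of the 8 camera calls at R40D3 held under fry (0 calls). The mitochondrial oxidative phosphorylation list (−0.17, and −0.10 without LysM-cKO replicate 1) was called by camera only with the block (camera adjusted p 0.0436). Camera did not call the purine synthesis (−0.02), interferon-stimulated (−0.20) and macrophage lists (0.11). Each of these 3 medians changed sign when 1 library was left out, to 0.05 without LysM-cKO replicate 1, 0.48 without WT replicate 1 and −0.004 without LysM-cKO replicate 1.

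At R0D3 camera called 5 lists and fry 0. The cell cycle median was 0.93, with 48 of 48 members higher, but 0.06 without LysM-cKO replicate 2 and 1.41 without LysM-cKO replicate 1; adjusted over the list alone, 0 members passed, and 37 with the block, with 12 at an unadjusted p under 0.05. The p53 median was 0.12. The nuclear oxidative phosphorylation median of −0.06 became 0.05 without LysM-cKO replicate 1 and −0.21 without LysM-cKO replicate 2. The integrated stress response median of −0.10 became 0.04 without WT replicate 2 and −0.24 without LysM-cKO replicate 2. The stromal fibroblast median of −0.38 became 0.08 without LysM-cKO replicate 2 and −1.32 without LysM-cKO replicate 1. Within the same-numbered pairs the cell cycle list was higher in both (mean differences 0.42 and 1.09), the nuclear oxidative phosphorylation (−0.13 and −0.01) and integrated stress response lists (−0.05 and −0.28) were lower in both, and the stromal fibroblast list went both ways (0.03 and −1.05).

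**Figure D3:**
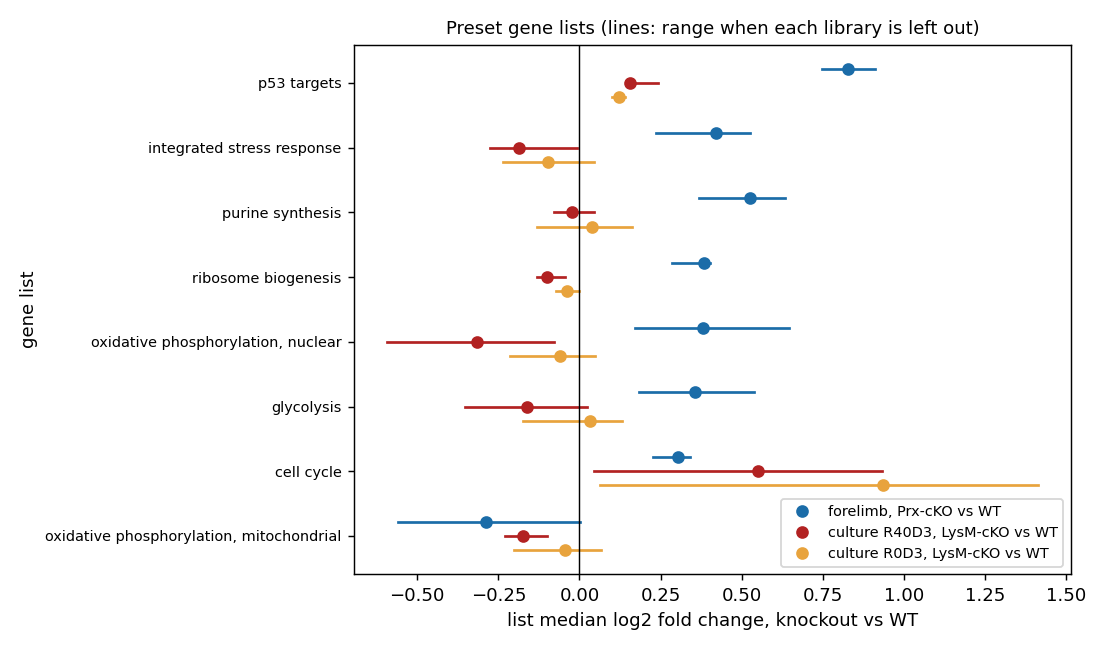
Median log2 fold change of knockout against WT (horizontal axis) for 8 gene lists in the forelimb and in the cultures, with lines for the range when each compared library is left out in turn. The p53 target median is 0.83 in the forelimb, 0.16 at R40D3 and 0.12 at R0D3.

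The cultures titled R40D3 and R0D3 were then compared within each genotype. In WT, 2370 genes passed, 1595 higher and 775 lower at R40D3, and 3976 with the block (2346 higher, 1630 lower), including all 2370. Scin, Rufy4 and Calcr had 0 counts in both WT R0D3 libraries and were at least 980-fold, 664-fold and 585-fold higher at R40D3. Among the largest falls were Mmp12 (log2 fold change −3.01, SE 0.21) and Tpbgl (−2.60, SE 0.48), with edgeR adjusted p of 0.000391 and 0.0112. Tpbgl was at −3.67 without WT R40D3 replicate 1. In LysM-cKO, 1422 genes passed, 980 higher and 442 lower, and 2983 with the block (1830 higher, 1153 lower), including all 1422. Mt3, Calcr and Msln were at least 428-fold, 389-fold and 186-fold higher on the mean of the 2 libraries. Without LysM-cKO R40D3 replicate 2 the bounds for Mt3 and Msln were 275-fold and 79.4-fold, and without LysM-cKO R40D3 replicate 1 that for Msln was 292-fold. Mmp12 (−3.09, SE 0.22) and Slco2b1 (−3.07, SE 0.72) were among the largest falls, with edgeR adjusted p of 0.000499 and 0.0372. Slco2b1 was at −4.45 without LysM-cKO R40D3 replicate 1 and at −2.44 without LysM-cKO R40D3 replicate 2.

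The osteoclast marker list rose at R40D3 in both genotypes, with a median log2 fold change of 4.53 in WT and 4.09 in LysM-cKO (fry adjusted p 0.00129 and 0.00208). Setting the 4 members at the floor to their bounds left both medians at these values. The rise of the list argues against equal osteoclast induction in the R40D3 and R0D3 cultures, although they carry the same treatment label. In WT, 28 of 30 members passed over all genes and 28 adjusted over the list alone, of which 27 were higher and 1 lower. In LysM-cKO 26 passed over all genes and 27 over the list alone, of which 26 were higher and 1 lower. Ocstamp, Oscar and Car2 had the smallest p of the list in both genotypes (edgeR adjusted p 2.37e-05 each in WT, and 4.44e-05, 4.9e-05 and 4.9e-05 in LysM-cKO). The nuclear oxidative phosphorylation list rose by 0.97 and 0.75 (fry adjusted p 0.0253 and 0.0739, the second 0.0126 with the block). The LysM-cKO value was 0.45 without R40D3 replicate 2. The mitochondrial list rose by 0.61 and 0.49 (fry adjusted p 0.0134 and 0.0369). In WT the ribosome biogenesis list (0.19) and the macrophage list (−0.53) also held under fry, both at an adjusted p of 0.0253; the first was 0.13 without WT R0D3 replicate 1. Camera alone called the p53 list in WT (−0.12, and −0.21 without WT R40D3 replicate 1; fry adjusted p 0.0513, and 0.00803 with the block) and the cell cycle list (−0.51, −0.17 without WT R0D3 replicate 2 and −0.77 without WT R0D3 replicate 1). The WT glycolysis and integrated stress response lists (0.19 and 0.28) were called by fry only with the block, both at an adjusted p of 0.0406; without WT R40D3 replicate 2 their medians were 0.096 and −0.09, and without WT R0D3 replicate 2 they were 0.37 and 0.47. In LysM-cKO camera alone called the ribosome biogenesis (0.12), macrophage (−0.43) and cell cycle lists (−0.79). The ribosome biogenesis list was called by fry with the block (adjusted p 0.0126) and was 0.07 without R40D3 replicate 2. The cell cycle median was −0.005 without R0D3 replicate 2 and −1.32 without R40D3 replicate 2.

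The difference between the genotype effects at R40D3 and R0D3 was tested as an interaction. It gave 0 calls, with 248 genes at an unadjusted p under 0.05, and 0 with the block, with 841 such genes. The 3 smallest p, none passing, belonged to Ighm, Pira2 and Gm13421. Camera called the osteoclast marker (−0.39) and nuclear oxidative phosphorylation lists (−0.24), and neither held under fry (adjusted p 0.932 for both). The first median was −0.13 without LysM-cKO R40D3 replicate 1 and −0.74 without LysM-cKO R40D3 replicate 2, and the second became 0.02 and −0.50 in the same order. With the block, camera also called the glycolysis, p53, cell cycle, macrophage and stromal fibroblast lists (camera adjusted p from 0.0031 to 0.0439), and fry called 0 lists.

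Whether genes that respond to culture also differ by genotype was examined across genes, which are not independent replicates. The WT culture response and the genotype effect at R40D3 correlated at r = −0.417 (Spearman −0.520) over 14030 genes. Both use the WT R40D3 libraries, which alone gives a negative value: in 100 simulated data sets without a genotype effect the mean r was −0.197, from −0.226 to −0.174. With no library in common, r was −0.205 and −0.329. Of the 1595 genes higher at R40D3 in WT, 91.5% were lower in LysM-cKO at R40D3, against 60.0% in the simulations for as many genes with the largest rises, and their median genotype effect of −0.25 lay outside the simulated range (−0.11 to −0.06). Of the 775 lower genes, 14.1% were lower in LysM-cKO, against 30.4%, but their median genotype effect of 0.19 lay inside the simulated range (0.15 to 0.24). The real sets were chosen by the edgeR test and scored on its fold changes, the simulated sets by differences in log2 CPM. Simulated libraries were also independent draws without a replicate effect. Real and simulated shares and medians are therefore not strictly comparable.

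**Figure D4:**
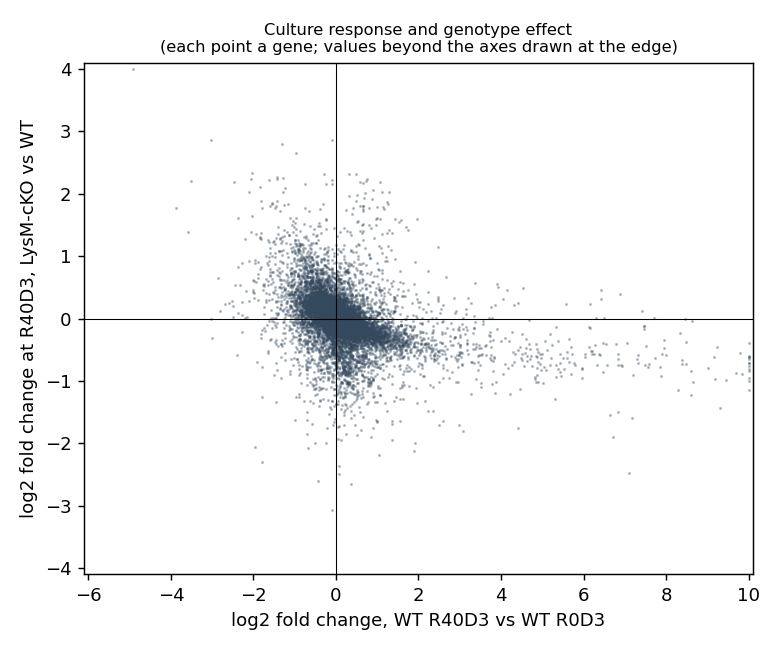
Each point is a gene, with the log2 fold change of WT R40D3 against WT R0D3 on the horizontal axis and that of LysM-cKO against WT at R40D3 on the vertical axis. The correlation is −0.417, against a mean of −0.197 in simulations without a genotype effect.

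The genotype effects were also compared between forelimb and culture, which share no libraries. Over 13244 genes tested in both, r was −0.050 (Spearman −0.145) between the forelimb and R40D3, and −0.024 (Spearman −0.099) between the forelimb and R0D3. Between R40D3 and R0D3, over 14030 genes, it was 0.314 (Spearman 0.339). Same-numbered cultures of a genotype deviated together, with r of 0.609 in LysM-cKO and 0.465 in WT, which can by itself give a positive value. No value without a genotype effect was simulated for this correlation, so it cannot show a shared genotype effect. The 2 genes called at R40D3 and at R0D3 were the same, and the forelimb had 0 calls to share (2096 genes at an unadjusted p under 0.05).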

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

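The tests of a difference between forelimb and culture, and the tests of technical explanations in this part, were chosen after the list results had been seen.

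For the p53 target list the genotype effect was larger in the forelimb than in the cultures. The medians differed by 0.67 on the log2 scale at R40D3 and by 0.71 at R0D3. In a joint fit of the 12 libraries, the difference passed under fry with adjusted p of 0.000238 and 0.000211 over 16 tests. That fit shared the spread of a gene over all libraries and had no replicate block. The common biological coefficient of variation was 0.344 in the forelimb and 0.158 in the cultures. The forelimb effect was thus judged partly against the smaller culture spread, and these p may be too small. The forelimb median lay between 0.75 and 0.91 when each library was left out. Gene length and GC content argue against a simple bias: after their trend was removed the median was 0.78, outside the range of 10000 random lists matched on expression (−0.21 to 0.27). With every library thinned to the smallest total, the median was 0.81. Random thinning keeps the expected share of each gene, so it could hardly have moved the median and cannot exclude an effect of depth. Of the list's 38 members, 4 belong to another list as well, and 35 were above 1 CPM in WT forelimbs and 37 in WT cultures. Forelimb and cultures differ in tissue, Cre driver, depth, counting table and the measured fall of Impdh2 counts. Which of these the difference follows was not tested. A stronger p53 response to Impdh2 loss in limb mesenchyme may remain as a hypothesis.

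For the ribosome biogenesis list the effects were opposite in direction at R40D3. The forelimb median was 0.38 and the culture median −0.10, a difference of 0.48 (fry adjusted p 0.00747), and at R0D3 the difference was 0.42 (fry adjusted p 0.009). At R40D3 the list was higher in all 4 pairs of forelimb libraries and lower in all 4 pairs of culture libraries. The fry p for the differences came from the same joint fit and carry its limit. Within each system, fry did not call the list (adjusted p 0.0507 in the forelimb and 0.443 at R40D3). Removing the length and GC trend left the forelimb median at 0.37, outside the range of random lists (−0.09 to 0.30). Thinning left it at 0.38, which cannot exclude an effect of depth for the reason given above. Tissue, driver, depth and counting table stay open and may each contribute.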

How the results depend on the processing

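The sex covariate, the removal of genes with overlapping exons and the combination of block and fry were chosen after the data were seen; the other alternatives were not.

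The forelimb count stayed at 0 under 9 of its 11 alternatives, where the smallest adjusted p, where one was computed, ranged from 0.0895 to 0.117, with 1839 to 2586 genes at an unadjusted p under 0.05. It was 301 with DESeq2, of which 297 were tested in edgeR and 297 had an unadjusted p under 0.05 there. It was 1 with embryo sex as a covariate. The cause of the difference was not tested on these data. In the simulations 21 of 106 DESeq2 calls were false with spread on the trend and 200 of 253 with gene-specific spread. Those shares need not carry over to the 301. The forelimb replicates share only a number (r = 0.261 between same-numbered deviations in 1 pair of groups, with the sexes crossed), and the replicate block gave 0 calls there with 2586 genes at an unadjusted p under 0.05. The 4 forelimb lists called by fry became 0 with the replicate block and fry.

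At R40D3, cKO against WT gave 2 calls, 30 with the replicate block, 12 with DESeq2, and 0 with library size only, without genes with overlapping exons, or with only the 4 samples compared (1167, 965 and 813 genes at an unadjusted p under 0.05). For Impdh2 these last 3 gave −1.69, −1.73 and −1.72 (adjusted p 0.0501, 0.0508 and 0.579), and the adjusted p ranged from 2.26e-10 to 0.579 over the alternatives. At R0D3 the 2 calls became 7 with DESeq2 and 0 with only the 4 samples (508 genes at an unadjusted p under 0.05), where Impdh2 was at −1.82 (adjusted p 0.407). The causes were not tested. Across the 4 fits that each left out a library, Impdh2 ranged from −0.65 to −0.41 in the forelimb, from −1.81 to −1.65 at R40D3 and from −1.97 to −1.63 at R0D3.

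The WT culture count of 2370 became 3976 with the replicate block and 1014 with a log2 fold change of at least 1. The LysM-cKO count of 1422 became 2983 with the block, 707 with that fold change, and 532 with only the 4 samples, whereas the WT count rose to 2795 with only its 4 samples. Apart from the stricter rule, the causes were not tested; the smaller fits moved these 2 counts in opposite directions. The interaction stayed at 0 under its 9 alternatives, with 103 to 841 genes at an unadjusted p under 0.05.

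Of 76 list tests, camera called 43, fry 11, the replicate block with fry 13, and an estimated inter-gene correlation 0. The replicate block with camera gave 50; for camera, the 7 added calls were the mitochondrial oxidative phosphorylation list at R40D3, the integrated stress response list in the WT culture comparison (camera adjusted p 0.0498) and 5 lists in the interaction. Apart from these, the forelimb lists under fry and the blocked values given with the results, the block changed no other call among the lists. The same held for named genes in the comparison for which the text names them. Rufy4 and Ighm, named for other comparisons, gained a call with the block in LysM-cKO against WT at R40D3. Their edgeR adjusted p were 0.00818 and 0.022, against 0.648 and 0.273 without it. Of the list members that the rule covers but the text does not name elsewhere, 5 gained a call with the block: mt-Nd5 in the WT culture comparison (edgeR adjusted p 0.00635, against 0.0701), and mt-Atp6 (0.033, against 0.0678), mt-Nd1 (0.021, against 0.0796), mt-Co2 (0.00525, against 0.0815) and Aldoc (0.00943, against 0.0689) in the LysM-cKO one. The erythroid median changed sign in the forelimb with the replicate block, with and without fry (0.0062), and the purine synthesis median at R40D3 with library size only (0.016); both were uncalled. The correlation of culture response and genotype effect was −0.520 as Spearman's rho, and that between R40D3 and R0D3 effects was 0.440 with a mean CPM of at least 1. Among named genes and single lists, 117 values moved when a library was left out, 115 lost their call and 17 gained one. Of the losses, 43 were under the estimated correlation, 32 under fry and 32 under fry with the block.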

Other observations

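All tests in this part were chosen after the pattern they address had been seen, and those on the muscle and myeloid markers and on the pseudogene also after the values they measure.

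No forelimb gene passed the adjusted threshold (0 calls, with 2096 genes at an unadjusted p under 0.05). The division of reads between genes with overlapping exons was not the source: without these 1727 genes the common biological coefficient of variation was 0.334 against 0.344, and 0 genes passed, with 1964 at an unadjusted p under 0.05. Embryo sex cannot be told apart from other sources of spread. With sex as a covariate 1 gene outside the sex-linked list passed (Gm45717, edgeR adjusted p 0.0351, named after its value was seen), which is the outcome predicted if sex were a cause. The coefficient of variation rose to 0.400 instead of falling, however, and the genes at an unadjusted p under 0.05 fell from 2096 to 1039. With the replicate block on the same libraries the coefficient was 0.274, with 2586 such genes and 0 calls. In either fit, 4 libraries leave little to estimate the coefficient from.

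The rise of the nuclear oxidative phosphorylation list and the fall of the chondrogenic list in the forelimb were tested against gene length and GC content. With the trend removed their medians were 0.40 and −1.43, outside the ranges of random lists (−0.04 to 0.26 and −0.33 to 0.30). Other technical explanations were not tested for these lists, and the first list was not called by fry.

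Muscle and myeloid markers rose in the Prx-cKO forelimb. A lower share of mesenchyme would be expected to raise the markers of other cell types alike. The medians of 6 non-mesenchymal lists spread over 0.93 on the log2 scale, wider than when members were shuffled between lists (permutation p 2e-04). The permutation takes genes as replicates and members of a list are not independent, so its p does not cover variation between embryos. The range ran from the erythroid median of −0.005 to the myeloid median of 0.93. With each library left out in turn they stayed within −0.12 to 0.10 and 0.87 to 1.04. This argues against an equal rise of these lists. A lower share of mesenchyme is not excluded for muscle, whose median ran from 0.25 to 1.37. A change in muscle or myeloid cells themselves may remain. The most abundant muscle gene, Actc1, was at 392 and 156 CPM in Prx-cKO replicates 1 and 2 against 120 and 124 in WT. C1qb, the myeloid gene most abundant in Prx-cKO, was at 24.9 and 26.8 CPM there against 9.17 and 8.49 in WT. In WT the mean levels of Pf4 and Laptm5 were above that of C1qb. These genes rose less, with log2 fold changes of 0.56 and 0.76 against 1.55 for C1qb. Of the 18 myeloid genes, 11 are also in another list, and 18 were above 1 CPM in WT forelimbs, as were 33 of the 34 muscle genes.

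Impdh2-ps fell with Impdh2 in the cultures. If a fixed share of Impdh2 reads were assigned to this near-identical copy, the ratio of the counts would not differ by genotype. Gene-level counts do not show whether that share is the same for the transcript left in the knockout. It was 0.690 ± 0.0531 in WT and 0.556 ± 0.0765 in LysM-cKO (SD, n = 4, exact permutation p 0.0571 over 70 splits, two-sided). It was lower in LysM-cKO in all 4 pairs of libraries with the same title and replicate number (mean difference −0.133 ± 0.113, SD, n = 4; sign-flip p 0.125, the smallest that 4 pairs can give). The pairs are not independent, since libraries of a replicate number deviated together. Shared reads and a fall of the pseudogene itself cannot be told apart. The permutation over splits did not pass, 4 pairs are too few for the sign-flip test to pass, and the assigned share may differ by genotype. In the forelimb the ratio was only 0.0126 to 0.0643, in a table with other gene identifiers.

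Lyz1 rose and Lyz2 fell in the LysM-cKO cultures, in which the Cre recombinase is driven from the Lyz2 locus. At R40D3 the log2 fold changes were 2.07 and −0.77, and at R0D3 1.79 and −1.02. Neither passed (edgeR adjusted p 0.17 and 0.648 at R40D3, 0.524 and 0.997 at R0D3). Over the alternatives the adjusted p of Lyz1 ranged from 1.24e-14 to 0.728 at R40D3 and from 1.72e-10 to 0.595 at R0D3, and that of Lyz2 from 5.18e-06 to 0.728 and from 6.51e-12 to 0.999. Lyz1 passed with the replicate block (0.000801 and 0.00239), both genes passed with DESeq2 in both cultures, and Lyz2 passed at R0D3 without a count filter (0.0215). Both genes were chosen after their values were seen, and they are paralogs that can share reads. Within 10 Mb of Lyz2, 6.33% of 79 genes had an unadjusted p under 0.05 at R40D3, and 66.6% of windows of as many genes elsewhere had as high a share. At R0D3 the share was 5.06%, against 4.41% elsewhere, and 42% of windows reached it. With the replicate block, 94.1% of windows reached the share at R40D3 and 31.1% at R0D3. DNA carried along over that distance is thus unlikely as a broad effect. An effect of the insertion on these 2 genes alone is not covered by this test.

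DNA carried along with the floxed Impdh2 allele was examined in the same way for the other genes that differed. Within 10 Mb of Impdh2, 9.20% of 174 genes had an unadjusted p under 0.05 at R40D3, and 27.7% of windows had as high a share. At R0D3 the share was 4.60% and 45.2% of windows reached it. These shares suggest no excess around the locus.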
